A study of Xenopus tropicalis with 2 samples. Its data were reported in "Chromatin accessibility dynamics and single cell RNA-Seq reveal new regulators of regeneration in neural progenitors" (2020).

How the data were processed

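Tail tissue of transgenic Xenopus tropicalis tadpoles that carry GFP under a pax6 promoter were dissociated, and the GFP-positive cells were sorted and captured in droplets with the 10x Genomics 3′ version 2 chemistry. Tadpoles were at NF stage 41, 3 days after fertilization, when tail tips were taken from intact tadpoles (uninjured) or tails were amputated, with the regenerated tissue taken 24 h later (24 hours post amputation, 24hpa). Each group had 1 library, and the 2 libraries were assigned to groups from their labels. Pax6 marks neural progenitor cells, and a unique molecular identifier (UMI) is a tag that lets copies of 1 captured transcript be counted once.

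The deposited matrices held raw UMI counts per gene and barcode, which the authors made with Cell Ranger and did not restrict to cells. Each matrix listed 737280 barcodes and 14374 gene identifiers, of which 12993 had a name. The genome build behind the single-cell counts was not stated, so no coordinates are given, and identifiers and names were used as deposited. The authors also deposited a table of all cells and a table of neural cells, made with Seurat after integration of both libraries by anchors. These tables gave the cluster, the broad class, the UMI count per cell, and the S and G2M scores with the cell cycle phase called from them. Each S or G2M score was computed by the authors with Seurat as the mean log-normalized expression of a list of genes minus that of control genes. Of these tables, 21 columns were not used. Cells, clusters, classes and phases were taken from the authors' tables, and barcode sums of the matrices differed from the deposited UMI counts by at most 157 UMIs per cell. The neural table held 1075 cells, and 2 cells of neural class in the table of all cells were absent from it. Reads were not analysed here.

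The uninjured library held 48622597 UMIs and the 24hpa library 32798976. With 1 library per group no test across samples could be made, so no p-value was computed and cells were not treated as replicates. UMIs were summed per library over the cells compared and divided by the summed UMIs of those cells, giving CPM (counts scaled to the same total in both libraries) with exact 95% Poisson intervals. Ratios are log2 of CPM at 24hpa over uninjured with exact conditional 95% intervals. Where 1 library had 0 UMIs, 3 UMIs were set in its place over the group and the ratio is a bound, and no ratio was given where both were at or under 3. Shares of cells have exact Clopper-Pearson 95% intervals, and differences between shares have Newcombe intervals in percentage points. All intervals cover counting error only. They cover neither the spread between animals nor that between libraries.

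Genes named in the text were fixed by a rule written before the data were examined. The rule held 21 preset genes, of which 20 were matched; mki67 had no match. Beyond these it took genes with at least 50 UMIs over both libraries and intervals of CPM that did not overlap. Of these, the 5 highest and 5 lowest ratios were taken in neural cells and in the progenitor cluster, and the 2 highest and 2 lowest in each other neural cluster with at least 20 cells per library. Genes that also led the definition of the cluster in which they were compared were left out of the text for that cluster. The exceptions are lepr, ass1 and cck in the motor neuron (leptin+) cluster, which are given to show that its genes differ between the libraries. The 10 genes that most define a cluster had the highest CPM in it relative to the other cells of the same table, among genes with at least 50 UMIs; counting those that differed between the libraries, in clusters with at least 20 cells per library, was decided after the shares were seen. One further gene taken by the rule in neural cells is not reported here.

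Positive cells (at least 1 UMI) and phases depend on depth. Cells were therefore also thinned to 2600 UMIs, which left out 0 neural cells, and for positive cells to 5000 UMIs. Shares of positive cells after thinning were computed as the expectation over all possible thinnings. Phases and marker classes were averaged over 20 thinnings. A first version used 1 thinning, and averaging was adopted after separate thinnings were seen to give different shares. Phases were scored again, with the list the authors used and with an updated list, by CellCycleScoring in Seurat 5.3.0 under R 4.3.3, with genes found in at least 5 cells; 28 of 43 S genes and 31 of 54 G2M genes of the authors' list were used on unthinned cells. On thinned cells 26 to 28 and 30 to 31 were used, and of the updated list 28 and 29. This gene filter was set after scoring of thinned cells failed, before any phase was seen.

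As alternatives, cells were limited to those with at least 1000 genes, cells marked as doublets (droplets with 2 cells) were left out, and the motor neuron (leptin+) cluster was left out. Phase shares and expression were also weighted to the uninjured makeup of clusters. Cells were also classed by marker lists, or clustered again with scanpy 1.11.5 and leidenalg 0.10.2 (2000 variable genes, 20 components, 15 neighbours, resolution 1.0) on 7016 genes without those that differed between the libraries. The 10 new clusters took the majority class of their uninjured cells. One of them held 3 uninjured and 84 24hpa cells, so its class rested on 3 cells, of which 66.7% were of that class. For expression, TMM scaling (edgeR 4.0.16, scaling only), totals without the 50 most abundant genes, the mean of CPM per cell, and subtraction of free RNA were tried. Doublets were kept as the authors left them. Scrublet, run in scanpy, marked 12 of 3707 cells (0.324%) and 0 progenitors, too few for a useful filter. The 65 cells with the highest scores, 0.8% per 1000 cells, were therefore also left out.

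Free RNA, which leaks from lysed cells into droplets, was profiled from barcodes with 50 to 300 UMIs. Its share in neural cells was set from the 4 of 6 preset skeletal muscle genes that were matched, and came to 7.23% in the uninjured and 2.07% in the 24hpa library. Barcodes not called as cells with at least 1000 UMIs were assigned by multinomial likelihood to the cluster, or the free RNA profile, that fitted best.

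Medians were taken over the cell cycle genes and over 14 neuron genes. The study names these 14 as examples of genes with regulatory regions accessible at 24hpa, so they are not its full list. Names were matched through the gene names of the matrices and the synonyms in the RefSeq gene table of the UCB_Xtro_10.0 assembly. Of the S genes 31 of 43 were matched, of the G2M genes 33 of 54, and of the accessible genes 11 of 14. All are under 80%, so the planned comparison with random lists is void and its percentiles are not given. Intervals of medians came from Poisson resampling and were centred on the observed median; the centring was set after the first labels of stability had been seen.

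The steps for expression were tested on simulated counts with 200 changed genes. In neural cells (8180 genes) 93.0% of changed genes and 1.72% of unchanged genes had intervals that did not overlap, and in the progenitor cluster (5517 genes) 90.0% and 1.43%. The counts were Poisson draws from a pooled profile, which is the model behind the intervals, so a low share of unchanged genes was built in. They held no spread between cells, animals or libraries, so these shares check the steps and are not error rates for the data. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.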

Results

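Single cell RNA-Seq was performed on sorted pax6:GFP+ tail cells from uninjured tadpoles and from tadpoles at 24hpa, with 1 library per group and no replicates. The uninjured library held 48622597 UMIs and 2617 cells, and the 24hpa library 32798976 UMIs and 1090 cells. Called cells took 54.2% of UMIs in the uninjured library and 49.1% at 24hpa. Median depth was 8289 UMIs and 1916 genes per uninjured cell, against 10374.5 UMIs and 2234 genes per 24hpa cell. Cells ranged from 2666 to 59414 UMIs in the uninjured library and from 3152 to 165099 at 24hpa. Neural cells had a median of 7353 UMIs in the uninjured library and 8473 at 24hpa. Because each group is 1 library, a difference between the groups has no replicate check, and no test was made. The tadpoles at 24hpa were also a day older than the uninjured ones, and their cells came from regenerated tissue while the uninjured cells came from tail tips. Amputation, age, tissue taken and library therefore differ together in every comparison.

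The sort was made on the reporter, so the reporter and pax6 (Xetrov90010394m.g) were examined first. The GFP transgene had 0 UMIs in both whole libraries, so the sort could not be checked through its transcript. At least 1 pax6 UMI was found in 17.4% of 780 uninjured neural cells (95% interval 14.8 to 20.3%) and in 11.2% of 295 neural cells at 24hpa (7.83 to 15.4%). Outside the neural table these shares were 0.817% and 0.377%. Thinned shares were not computed for pax6, so the shares are given without an order between groups.

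The first question was how much of the sorted population was neural and whether this differed after amputation. Neural cells made up 29.8% of uninjured cells (28.1 to 31.6%) and 27.1% of 24hpa cells (24.4 to 29.8%). The difference of -2.74 percentage points (-5.85 to 0.474) had an interval that included 0. Of the alternatives, a common minimum of UMIs per cell moved it most, to -2.92. With barcodes that were not called as cells added, the shares were 26.6% and 24.0% and the difference -2.66 (-5.02 to -0.235), an interval that excluded 0.

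Outside the neural lineage, shares are given per library under the names the authors gave the clusters. The cluster named Myotome held 3.10% of the uninjured and 16.9% of the 24hpa cells. Its genes go against the name: 4 preset skeletal muscle genes came to 947 CPM in it, the lowest of all clusters, against 70823 CPM in skeletal muscle and 139430 CPM in the cluster named Dermomyotome. The cluster of satellite and differentiating myotome cells held 5.39% and 9.63%, and the cluster named ROC 3.36% and 7.61%. Skeletal muscle was 15.7% and 5.41%, notochord 11.1% and 5.78%, and goblet cells 6.0% and 1.93%. A common minimum of UMIs per cell moved the cluster Small Secretory Cell 1 most, from a difference of 1.43 to 2.43 percentage points. Of the 10 genes that most define each cluster, those with intervals of CPM that did not overlap between the libraries were counted. These intervals cover the counting of UMIs and not the spread between cells. Genes that differed were 8 in the cluster named Myotome, 9 in satellite and differentiating myotome cells, 9 in ROC, 10 in skeletal muscle, 10 in notochord and 7 in goblet cells. These shares are therefore not read as gains or losses of a cell type.

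The study asked next how the makeup of the neural lineage differs after amputation. Progenitors, which comprise spinal cord progenitors and floor plate, were 37.9% of uninjured neural cells (34.5 to 41.5%) and 24.4% at 24hpa (19.6 to 29.7%). The difference was -13.5 percentage points (-19.3 to -7.35). Differentiating neurons were 19.9% (17.1 to 22.8%) and 10.5% (7.25 to 14.6%), a difference of -9.36 (-13.6 to -4.55). Differentiated neurons were 42.2% (38.7 to 45.7%) and 65.1% (59.3 to 70.5%), a difference of 22.9 (16.3 to 29.1). These differences exceeded counting error in these 2 libraries. Leaving out the motor neuron (leptin+) cluster moved the difference in differentiated neurons most, to 14.5 percentage points, and that in progenitors most, to -7.59. Marker lists on thinned cells moved the difference in differentiating neurons most, to -5.29. Clustering again without genes that differed between the libraries gave -9.74 percentage points for progenitors, -11.6 for differentiating neurons and 21.3 for differentiated neurons.

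Within the lineage, the spinal cord progenitor cluster held 35.0% of uninjured and 24.1% of 24hpa neural cells. The floor plate held 2.95% and 0.339%, the latter being 1 cell. Interneurons were 4.74% and 9.15%, motor neurons 6.67% and 11.2%, and dopaminergic neurons 6.28% and 2.71%. Vulnerable motor neurons were 21.0% and 19.0%, a difference of -2.04 (-7.09 to 3.53) that was not detectable. The motor neuron (leptin+) cluster held 27 uninjured cells (3.46%) and 68 cells at 24hpa (23.1%). Genes that define the clusters differed between the libraries within each cluster compared. Of the 10 that most define each, this held for 10 in the motor neuron (leptin+) cluster, where lepr had UMIs in 0 of 27 uninjured cells and 37 of 68 cells at 24hpa. It held for 8 in spinal cord progenitors, 8 in interneurons, 8 in motor neurons, and 5 each in differentiating and vulnerable motor neurons. The floor plate and dopaminergic neurons had too few cells at 24hpa for this count. Among all genes compared within a cluster it held for 22.1% in differentiating neurons to 35.8% in the motor neuron (leptin+) cluster. Shares of clusters, and of the classes built from them, are therefore given without reading them as the expansion or loss of a cell type.

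**Figure D1:**
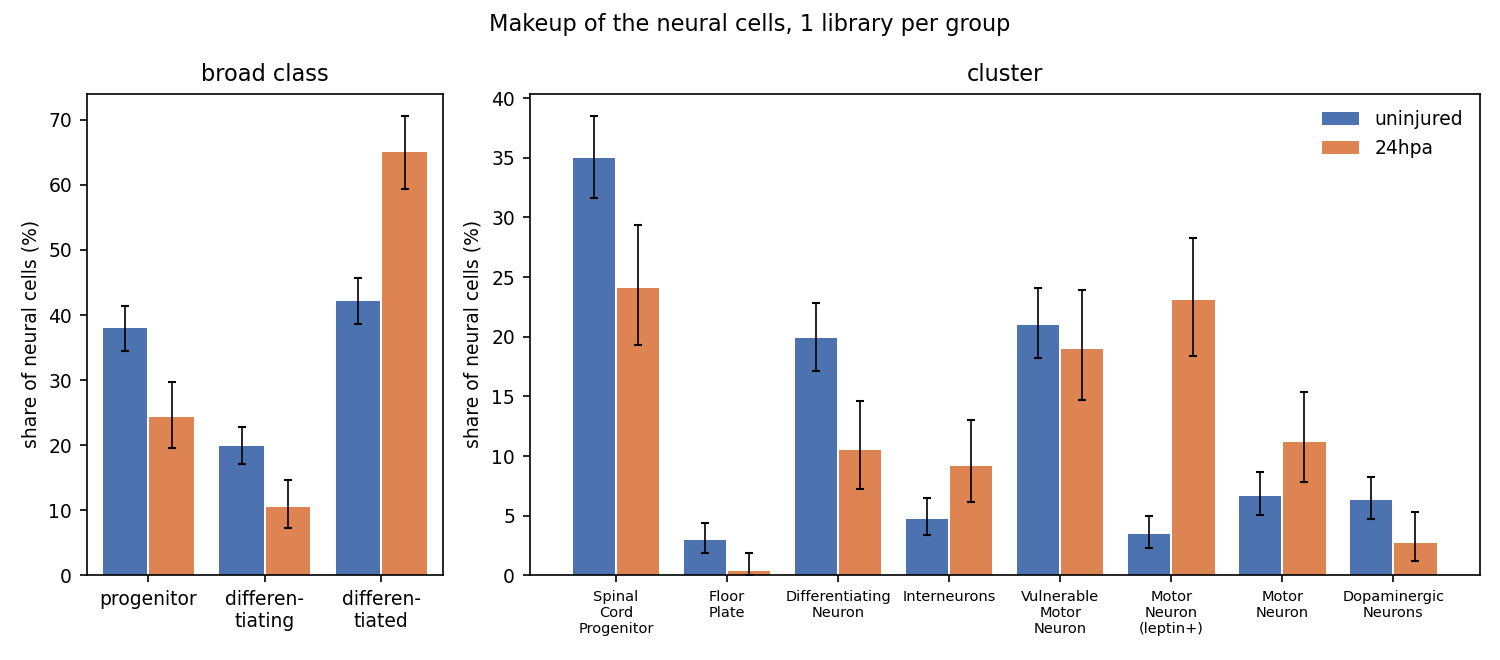
Share of neural cells (%) in each broad class (left) and each cluster (right) for the uninjured (blue) and 24hpa (orange) libraries, with 95% Clopper-Pearson intervals as error bars. Differentiated neurons stood at 42.2% and 65.1%, and the motor neuron (leptin+) cluster at 3.46% and 23.1%. Genes that define the clusters differed between the libraries in each cluster with at least 20 cells per library.

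To ask whether fewer neural cells were cycling, the predicted phases were compared. S phase was called in 30.3% of uninjured neural cells (27.0 to 33.6%) and 16.6% at 24hpa (12.5 to 21.4%). G2M was called in 15.5% (13.04 to 18.2%) and 7.12% (4.46 to 10.7%). G1 was called in 54.2% (50.7 to 57.8%) and 76.3% (71.0 to 81.0%), a difference of 22.0 percentage points (15.8 to 27.7). Weighting to the uninjured makeup of clusters moved this most, to 9.07 percentage points. On cells thinned to 2600 UMIs, with 0 cells left out, the shares were 28.4% and 16.5% for S, 18.3% and 10.6% for G2M, and 53.3% and 72.9% for G1. Over 20 thinnings the G1 difference ranged from 16.8 to 22.8 percentage points.

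Among progenitors alone, G1 was called in 7.43% of 296 uninjured cells (4.72 to 11.0%) and 13.9% of 72 cells at 24hpa (6.87 to 24.1%). The difference in deposited phases was 6.46 percentage points (-0.666 to 16.6), an interval that included 0. Phases scored again gave 7.77% and 15.3%, a difference of 7.51 (0.0443 to 17.9), and an updated cell cycle list moved it most, to 6.42% and 18.1%, a difference of 11.6 (3.69 to 22.3). On thinned cells the shares were 9.14% and 18.3% and the difference was 9.13 (0.940 to 19.9), with single thinnings between 3.75 and 15.9. Median depth per progenitor of the spinal cord cluster was 7739 UMIs in the uninjured library and 14090 at 24hpa.

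**Figure D2:**
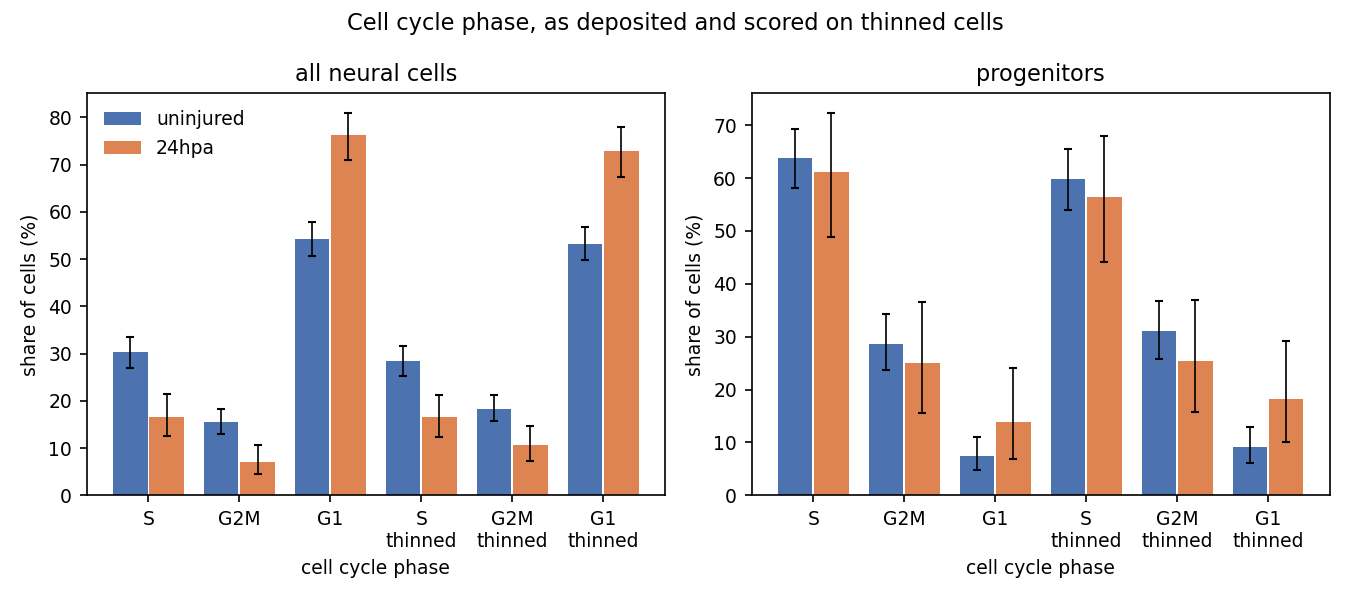
Share of cells (%) called in S, G2M or G1 phase among all neural cells (left) and progenitors (right), as deposited and as scored on thinned cells (mean of 20 thinnings), with 95% Clopper-Pearson intervals. G1 among all neural cells was 54.2% in the uninjured library (blue) and 76.3% at 24hpa (orange), while the intervals of the progenitor shares overlapped.

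Over all 8180 genes with enough UMIs, the median log2 ratio in neural cells was 0.0988 with totals as scaling and -0.00905 with TMM, a shift of -0.108. Ratios below are on the scale of totals, and those over all neural cells are lower by this shift on the TMM scale. Within clusters the shift ranged from -0.0154 in spinal cord progenitors to -0.266 in vulnerable motor neurons, among the clusters compared. The neuronal differentiation markers chosen by the study were l1cam (Xetrov90019963m.g), uchl1 (Xetrov90000612m.g), nsg1 (Xetrov90000494m.g) and ass1 (Xetrov90019856m.g). For l1cam, CPM was 225 (213 to 236) in uninjured neural cells and 569 (543 to 595) at 24hpa, a log2 ratio of 1.34 (1.24 to 1.44). The log2 ratio of uchl1 was 1.53 (1.40 to 1.66). For nsg1 it was 0.16 (0.05 to 0.28), and 0.05 with TMM. The largest of the 4 was that of ass1, at 4.34 (3.92 to 4.78), from 51 and 501 UMIs. Leaving out the motor neuron (leptin+) cluster moved the ratios of ass1, l1cam and uchl1 most, to 2.19, 0.92 and 0.73. The mean of CPM per cell moved nsg1 most, to 0.43, while it was 0.00 without that cluster.

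Among the other preset genes, the log2 ratio was -2.56 for neurog1, -1.95 for neurod1, -1.61 for isl1, -0.92 for pax6, -0.86 for etv1 and -0.56 for pcna. It was -0.24 for sox2, which became 0.05 without the motor neuron (leptin+) cluster and -0.57 when CPM was averaged per cell. It was -0.19 for elavl4 and -0.18 for mmp17, and both changed sign, to 0.02 and 0.19, when CPM was averaged per cell. That average moved pcna to -0.99, neurod1 to -1.55 and isl1 to -0.90. The interval of slc18a3 included 0 (-0.04, -0.16 to 0.08). Genes of the motor neuron (leptin+) cluster were higher at 24hpa. The log2 ratio was 6.43 (4.54 to 9.50) for lepr from 2 and 84 UMIs, 4.33 for abcb1 and 2.63 for asns. Without that cluster these ratios moved outside their intervals, to 3.50 for lepr, 2.98 for abcb1 and 0.78 for asns. For runx2 the log2 ratio was 1.46 (0.65 to 2.28).

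**Figure D3:**
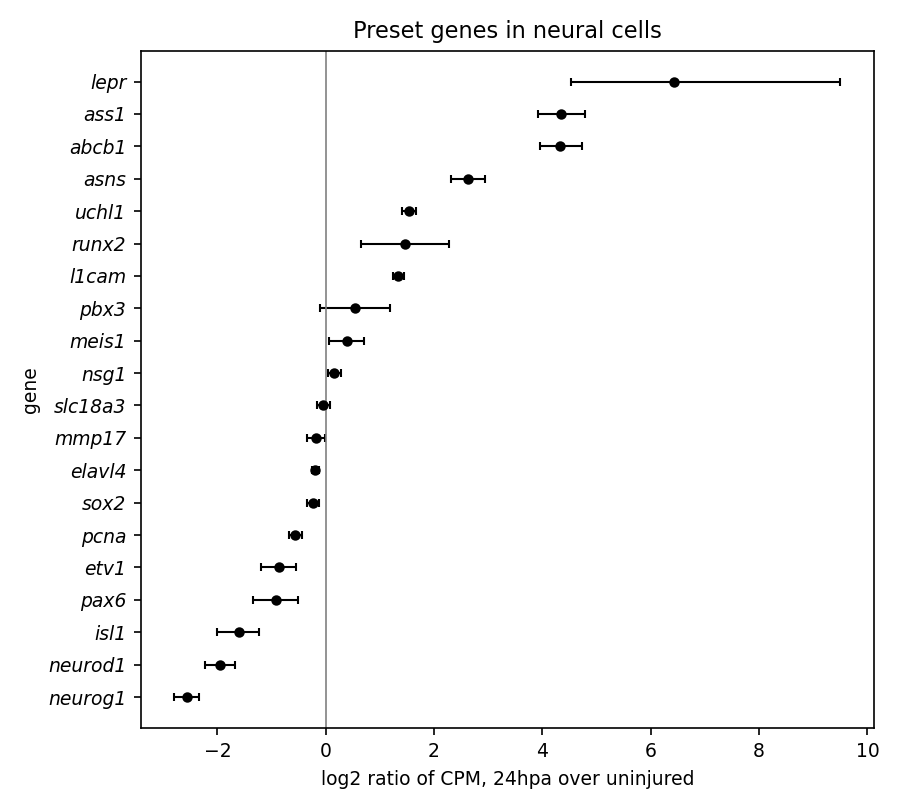
Log2 ratio of CPM at 24hpa over uninjured (x axis) in neural cells for the 20 preset genes that were matched (y axis), with exact 95% intervals for counting error as bars. Values ran from -2.56 for neurog1 to 6.43 for lepr.

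By the rule of size, the highest ratios in neural cells included those of tuba4 (Xetrov90008405m.g), LOC100485969 (Xetrov90013119m.g), sfrp4 (Xetrov90016489m.g) and lepr. The log2 ratios of tuba4 and sfrp4 were 6.73 (4.84 to 9.79) and 6.45 (4.55 to 9.52). LOC100485969 had 0 and 152 UMIs, so its log2 ratio is a bound against 3 UMIs set in place of 0, with a lower limit for counting error of 6.39. The bound was 4.27 with the mean of CPM per cell, and 4.13 without the motor neuron (leptin+) cluster, where the ratio of tuba4 was 4.33. The lowest ratios were those of lrat at -6.03 (-11.34 to -3.52), itln1 at -5.98, a2ml1 at -5.93, krt15-like at -5.54 and otos at -5.46 (-6.78 to -4.41). Free RNA of the uninjured library held itln1 at 830 CPM, krt15-like at 203 CPM and otos at 1050 CPM, above their levels of 57.8, 14.3 and 94.1 CPM in uninjured neural cells. It held lrat at 5.85 CPM and a2ml1 at 16.1 CPM, below their levels of 19.9 and 37.2 CPM. Subtraction of free RNA gave -6.10 for lrat and -6.38 for a2ml1, within their intervals. It left no value for itln1 or krt15-like. It moved otos to -10.76, from 19.7 CPM and 0.0113 CPM.

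Ratios were also taken within clusters, to separate expression within a cluster from the makeup of clusters. In each cluster compared, l1cam, uchl1 and abcb1 were higher at 24hpa beyond counting error. The log2 ratio of l1cam ran from 0.49 in differentiating neurons to 1.69 in the motor neuron (leptin+) cluster. That of uchl1 ran from 0.98 in vulnerable motor neurons to 3.81 in motor neurons. For abcb1 it ran from 2.37 in interneurons to 4.41 in vulnerable motor neurons. In progenitors nsg1 was lower (-1.41), and no difference in ass1 was detectable there or in interneurons. In the spinal cord progenitor cluster the log2 ratio was 0.17 (0.04 to 0.29) for sox2, -0.74 for pax6, -1.65 for neurog1, -0.39 for pcna and 0.09 (-0.52 to 0.68) for meis1. The highest ratios by the rule were 4.59 (3.96 to 5.29) for LOC100486298-like, 3.77 for LOC100127584-like and 3.74 for rgs4. The lowest, other than a gene that defines the cluster, were -5.88 for lrat, -5.75 for otos, -5.18 for LOC549413 and -5.06 for epha4. Subtraction of free RNA left otos with no UMIs at 24hpa and a bound of -2.28. It left no value for LOC549413, which stood at 1119 CPM in free RNA and 58.6 CPM in progenitors of the uninjured library. In differentiating neurons c3 was 70.7 CPM and 1189 CPM, a log2 ratio of 4.07 (3.78 to 4.38), and slc1a3 was 545 CPM and 22.7 CPM, a log2 ratio of -4.59 (-5.80 to -3.60). In motor neurons pnoc had 2 UMIs in the uninjured library and 403 at 24hpa (log2 ratio 7.82, 5.96 to 10.87), and igfbp5 had 79 and 2 UMIs (-5.14, -8.21 to -3.24). There slc17a7 had 3 and 86 UMIs (5.01, 3.41 to 7.31), and the log2 ratio of slc18a3 was -1.51 (-1.89 to -1.14). Both pnoc and slc17a7 are among the 10 genes that most define the interneuron cluster. Whether motor neurons or other cells placed in their cluster carry them was not tested. In interneurons spon1 had 1 and 87 UMIs (6.81, 4.29 to 12.13) and fabp7 152 and 10 UMIs (-3.56, -4.65 to -2.64). In vulnerable motor neurons atf5.2 had 4 and 73 UMIs (5.63, 4.21 to 7.55) and neurod1 132 and 1 UMIs (-5.60, -10.92 to -3.10).

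The study singled out meis1 (Xetrov90013367m.g) and pbx3 (Xetrov90019975m.g) as candidate regulators. At least 1 meis1 UMI was found in 20.9% of uninjured neural cells (18.1 to 23.9%) and 30.2% at 24hpa (25.0 to 35.8%), a difference of 9.27 percentage points (3.48 to 15.4). Thinning to 2600 UMIs moved this most, to shares of 7.40% and 11.1% and a difference of 3.70 (-0.0126 to 8.12). Thinned to 5000 UMIs, which kept 603 uninjured and 232 24hpa cells, the difference was 4.99 (-0.297 to 11.0). Thinning lowers both shares and so the difference. With at least 2 UMIs asked for it was 5.22 (1.85 to 9.34), and without the motor neuron (leptin+) cluster 14.5 (7.87 to 21.5). In skeletal muscle, taken as background, the meis1-positive share was 14.3% in the uninjured library (median 9553 UMIs) and 13.6% at 24hpa (16552 UMIs). In the cluster that the authors named Small Secretory Cell 1, whose defining genes include the globin genes hba3, hba4, hbe1 and hbz, it was 7.99% (4885 UMIs) and 10.3% (6282.5 UMIs). Thinned to 2600 UMIs, these were 4.35% and 3.68% in skeletal muscle, and 3.35% and 3.07% in Small Secretory Cell 1. Other clusters outside the neural table differed more, in both directions. The share was 13.6% (8432 UMIs) and 37.5% (17295.5 UMIs) in the cluster named Myotome, and 9.22% (9345 UMIs) and 41.9% (23549 UMIs) in satellite and differentiating myotome cells. Thinned, these were 4.17% and 7.82% in the cluster named Myotome, and 2.42% and 7.81% in satellite and differentiating myotome cells. The intervals of these thinned shares overlapped in both clusters. In the cluster named ROC the share was lower at 24hpa, at 18.2% and 10.8% (thinned 8.06% and 2.60%). In notochord it was 26.5% and 17.5% (thinned 4.84% and 1.98%). For ROC and notochord the intervals overlapped with and without thinning. Before thinning, a higher meis1-positive share at 24hpa was therefore not limited to neural cells, nor was it found in every cluster. In CPM, meis1 was 31.4 and 41.0 in neural cells, a log2 ratio of 0.39 (0.06 to 0.70). That ratio was 0.702 with the mean of CPM per cell and 0.28 with TMM. Within clusters the interval of meis1 excluded 0 in motor neurons alone, with 8 and 28 UMIs and a log2 ratio of 1.98 (0.80 to 3.32). There meis1 was found in 15.4% of 52 cells (median 4000.5 UMIs) and 45.5% of 33 cells (6174 UMIs), and after thinning in 9.09% and 26.5%. In the motor neuron (leptin+) cluster the log2 ratio was -0.88 (-2.42 to 0.75), and in the other 4 clusters compared it ranged from 0.03 to 0.50.

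At least 1 pbx3 UMI was found in 6.15% of uninjured neural cells (4.57 to 8.08%) and 10.5% at 24hpa (7.25 to 14.6%), a difference of 4.35 percentage points (0.793 to 8.64). At 2600 UMIs the shares were 1.94% and 3.71% and the difference 1.77 (-0.273 to 4.69). At 5000 UMIs the difference was 4.04 (0.565 to 8.50). In skeletal muscle pbx3 was found in 0 of 412 and 0 of 59 cells, which allows shares of up to 0.728% and 5.08%. In Small Secretory Cell 1 it was found in 0 of 313 and 0 of 146 cells, which allows up to 0.958% and 2.05%. Other clusters outside the neural table held pbx3, with 6.17% and 2.17% of cells in the cluster named Myotome and 3.55% and 3.81% of satellite and differentiating myotome cells. The log2 ratio of pbx3 was 0.55 (-0.10 to 1.19), from CPM of 7.73 and 11.3, so a difference in level was not detectable. It was 0.98 with the mean of CPM per cell and 0.40 when weighted to the uninjured makeup, both within that interval. The intervals within each cluster compared also included 0.

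A median over cell cycle genes needs no phase call. Over the 60 S and G2M genes used of 97, the median log2 ratio was -0.55 (-0.64 to -0.46) in neural cells and -0.41 (-0.52 to -0.30) in progenitors. TMM moved the first most, to -0.66. The study names 14 genes as examples of those with regulatory regions accessible at 24hpa. Over 10 of these 14 the median was 0.02 (-0.20 to 0.19) in neural cells, and -0.13 (-0.63 to 0.39) over 7 genes in progenitors. As the 14 are examples, these medians cannot describe all genes accessible at 24hpa. The study also compared accessibility at 24hpa with the time points before and after it, while these ratios are against uninjured cells. The medians therefore cannot show whether expression followed accessibility. Under 80% of each list was matched (66.0% and 78.6%), because names in the lists had no counterpart among the named genes, so these checks are void for the lists and describe the matched genes only.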

Values the study reported

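The study reported 2617 cells from uninjured tails and 1090 cells from tails at 24hpa, of which 781 and 296 belonged to the neural lineage. Within that lineage it gave a fall of neural stem cells from 38% to 25% and of differentiating neurons from 20% to 10%, with a rise of differentiated neurons from 42% to 65%. Predicted phases went from 30% to 17% for S, from 16% to 7% for G2M and from 54% to 76% for G1.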

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

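The test of free RNA described here was fixed before its result was seen, while adding these barcodes to the shares was an alternative chosen after the data were seen. Barcodes that were not called as cells enter the report only in an alternative for the shares, and they held neural transcripts. Among barcodes with at least 1000 UMIs, 1578 in the uninjured library and 762 at 24hpa were not called. Of these, 18.6% (16.7 to 20.6%) in the uninjured library and 18.2% (15.6 to 21.2%) at 24hpa were closest to a neural cluster, above the limit that a count of 0 allows. Their median depth was 1498 and 1647.5 UMIs, below that of called cells.

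Free RNA with the profile measured here, as the whole source of these UMIs, is argued against. The free RNA profile was a worse match than a cell cluster for 89.4% of the uncalled barcodes in the uninjured library and 94.5% at 24hpa. Of 1000 barcodes simulated from free RNA per library, 0 were placed in a cell cluster. As free RNA was also a profile they were scored against, this outcome was built in. It does not cover free RNA that varies between droplets. Among called cells held back as a check, 99.8% and 99.4% were correctly placed as neural or not neural. Damaged cells, small cells and the threshold for calling cells stay open and were not tested. The shares were close between the groups, and no biological explanation was tested. With these barcodes added, the difference in differentiated neurons was 18.8 percentage points, that in progenitors -11.0 and that in differentiating neurons -7.83, all inside the intervals of the reported differences. The difference in neural share was -2.66 percentage points (-5.02 to -0.235), which excluded 0 where that of called cells did not.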

How the results depend on the processing

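Alternatives chosen after the data were seen were the common minimum of UMIs, the addition of uncalled barcodes, thinning to 5000 UMIs and leaving out the highest doublet scores. Averaging over thinnings, and every alternative for single genes outside the 4 neuron markers, meis1 and pbx3, for cluster shares and for the median of all genes, were also chosen then. Of 576 alternative values, 524 stayed within the interval of the reported value, 48 moved outside it and 4 changed sign where the interval of the reported value excluded 0. A further 7 changed sign where that interval included 0: slc18a3, the vulnerable motor neuron share, the share of Bipotent Progenitor under several alternatives, and the list of accessible genes under TMM and under weighting. For comparisons the numbers were 232, 21 and 1 of 254, and for single genes 292, 27 and 3 of 322. Of the 116 values planned before the data were examined, 99 stayed and 17 moved. Of these, 2 changed sign with a reported interval that included 0, both for the accessible genes, from 0.02 to -0.09 with TMM and -0.05 with weighting. Staying within an interval for counting error says nothing about a second library.

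The broad classes kept their direction under all alternatives run. Differentiated neurons ranged from a difference of 14.5 percentage points without the motor neuron (leptin+) cluster to 24.8 with a common minimum of UMIs. Marker lists on thinned cells gave 16.5, with the class of the authors in 81.2% of uninjured and 90.3% of 24hpa cells. Before averaging over thinnings, single thinnings had put the marker classes and the thinned meis1 share outside the reported intervals, so their stability rests on the averaging. The vulnerable motor neuron share, -2.04 as reported, was 2.89 without the motor neuron (leptin+) cluster, within its interval.

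Leaving out that cluster gave log2 ratios of 0.92 for l1cam, 0.73 for uchl1, 0.0044 for nsg1 and 2.19 for ass1, and changed the sign of sox2 to 0.049. By construction these changes come from the cluster's own UMIs. Weighting to the uninjured makeup gave differences of -5.95 percentage points for S, -3.12 for G2M and 9.07 for G1. It gave log2 ratios of 1.02 for l1cam, 1.15 for uchl1, 0.039 for nsg1 and 2.97 for ass1, and 0.0787 for the median of all genes. By construction these changes come from the makeup of clusters.

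The mean of CPM per cell, in which each cell has the same weight, gave 1.65 for l1cam, 0.43 for nsg1 and 0.130 for the median of all genes. It changed the sign of elavl4 to 0.023 and of mmp17 to 0.19. Sums give deep cells more weight, and spinal cord progenitors had median depths of 7739 UMIs in the uninjured library and 14090 at 24hpa. Whether this is the cause was not tested. TMM lowered every ratio in neural cells by 1 constant, which gave 1.23 for l1cam, -0.66 for the S and G2M genes and -0.00905, a change of sign, for the median of all genes. That median was 0.0520 without the 50 most abundant genes in the total, a constant as well, and 0.0801 with free RNA subtracted, for which the cause was not tested. A minimum of 50 UMIs left fewer S and G2M genes in progenitors, with a median of -0.29.

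TMM and weighting were not run for the gene lists in progenitors. The minimum of 1000 genes, Scrublet's marked doublets and the total without the 50 most abundant genes were not run within clusters. The removal of marked doublets tested little, since 0 progenitors were among them. At 2600 UMIs the differences in positive shares of meis1 and pbx3 were 3.70 and 1.77 percentage points with intervals that included 0. Thinning lowers both shares, so a smaller difference is built in. Counting cells with at least 2 UMIs gave 5.22 (1.85 to 9.34) for meis1 and 1.18 (-0.0732 to 3.41) for pbx3. Leaving out the motor neuron (leptin+) cluster gave 14.5 (7.87 to 21.5) and 5.34 (1.33 to 10.4).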

Other observations

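Of the tests below, those of free RNA in the motor neuron (leptin+) cluster, of the makeup of clusters, of free RNA behind secretory genes and of sequencing depth in progenitors were chosen after the result was seen. The test for secretory genes was also rewritten after a first version proved circular, since its muscle genes had set the share of free RNA. The new limits were fixed before it was computed. The test of depth was likewise extended to all clusters with their ratios known, and the test for secretory genes was repeated without 1 cluster.

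The motor neuron (leptin+) cluster held a larger share of neural cells at 24hpa, and its cells differed between the libraries. UMIs of ass1 were found in 1 of 27 uninjured cells and 60 of 68 cells at 24hpa, abcb1 in 8 and 66, and asns in 6 and 63. The gene cck went the other way, with 437 UMIs in 6 of 27 uninjured cells and UMIs in 0 of 68 cells at 24hpa. Free RNA is argued against, since it would give 0.367 ass1 UMIs in the cluster at 24hpa against 410 found. A candidate explanation is that the integration joined unlike cells. The correlation of the cluster's summed profiles between libraries was 0.726, below the 0.750 to 0.779 of the other neural clusters compared, on cells thinned to the same depth. It lay 0.0865 below the correlation within a library, against 0.0247 to 0.0446 in the other clusters where a split within a library was possible. A strong change of expression in 1 cell type after amputation would give the same values, as would other cells in the regenerated tissue than in tail tips, so this stays open. The uninjured cells were too few for a split within that library, and the draws of 20 of the 27 cells overlap.

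The G1 share of neural cells was higher at 24hpa. Depth as the whole cause is argued against, because the difference was 19.6 percentage points on thinned cells, inside the interval of the unthinned difference. The makeup of clusters accounted for most of the difference, as 41.1% of it was left after weighting to the uninjured makeup. The remainder of 9.07 percentage points (4.64 to 13.7) excluded 0, which argues against makeup as the whole cause. A part of the difference may therefore lie within clusters. The floor plate had 2.95% of the weight and only 1 cell at 24hpa. Resampling could not vary the phase of that cell, so the interval of the remainder is too narrow. Among progenitors alone the interval of the deposited phases included 0, while those of phases scored again (0.0443 to 17.9), scored with the updated list (3.69 to 22.3) or scored on thinned cells (0.940 to 19.9) did not. The age of the tadpoles, the tissue taken (tail tips or regenerated tissue) and the library stay open as untested.

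Secretory and skin genes were lower in neural cells at 24hpa. Over 99 genes at least 10 times higher in the secretory clusters than in neural cells, the median log2 ratio was -1.21. The largest of these clusters, which the authors named Small Secretory Cell 1, has globin genes among its defining genes, so the test was also run without it. For the 81 genes that kept a value after subtraction of free RNA (81.8%, just above the 80% set beforehand), it went from -1.09 to -0.44. Without that cluster, over 91 of 106 genes (85.8%), it went from -0.93 to -0.426. Free RNA of the uninjured library could give 57.1% of the UMIs of these genes in neural cells, and that of the 24hpa library 30.4% (53.5% and 28.8% without that cluster). This is consistent with free RNA as a large part of the median difference. More was subtracted from the uninjured library, so a move towards 0 was built in and only its size bears on the question. The prediction had also named muscle genes, which were left out because the share of free RNA was set from them. A difference in the cells themselves or in the tissue taken was not tested.

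Spinal cord progenitors held more UMIs per cell at 24hpa, with a ratio of medians of 1.82 (1.46 to 2.60). Depth of the whole library as the only cause is argued against, because it would give every cluster the same ratio. The ratio was 1.07 (0.789 to 1.50) in differentiating neurons, 1.01 (0.628 to 1.63) in interneurons, 0.973 (0.853 to 1.19) in vulnerable motor neurons and 1.06 (0.699 to 1.46) in the motor neuron (leptin+) cluster. That of progenitors was 1.63 times (1.28 to 2.39) the geometric mean of the other 5 neural clusters compared. Motor neurons, at 1.54 (1.36 to 1.79), were also above 1. Outside the neural table the ratio ran from 0.943 (0.598 to 1.82) in the cluster named Dermomyotome to 2.52 (2.08 to 2.87) in satellite and differentiating myotome cells. It was 2.05 (1.75 to 2.34) in the cluster named Myotome, 1.90 (1.55 to 2.94) in goblet cells and 1.73 (1.39 to 2.81) in skeletal muscle. The ratio of progenitors was 1.32 times (1.06 to 1.89) the geometric mean of the 10 clusters compared there. The pattern is therefore shared with several clusters and not particular to progenitors. Doublets cannot be told apart from a change in the cells, because 0 progenitors were marked and leaving out marked cells left the ratio at 1.82. Larger progenitors after amputation, age and the tissue taken were not tested.

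The study lists vulnerable motor neurons among the clusters that expand after amputation. Here their share of neural cells was 21.0% and 19.0%, and no difference was detectable.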
